# Propensity to endoplasmic reticulum stress in deer mouse fibroblasts predicts skin inflammation and body weight gain

**DOI:** 10.1242/dmm.049113

**Published:** 2021-10-18

**Authors:** Youwen Zhang, Chang-uk Lim, Vitali Sikirzhytski, Asieh Naderi, Ioulia Chatzistamou, Hippokratis Kiaris

**Keywords:** Endoplasmic reticulum stress, Unfolded protein response, High-fat diet, Inflammation, Metabolic disorders

## Abstract

The unfolded protein response (UPR) is involved in the pathogenesis of metabolic disorders, yet whether variations in the UPR among individuals influence the propensity for metabolic disease remains unexplored. Using outbred deer mice as a model, we show that the intensity of UPR in fibroblasts isolated early in life predicts the extent of body weight gain after high-fat diet (HFD) administration. Contrary to those with intense UPR, animals with moderate UPR in fibroblasts and therefore displaying compromised stress resolution did not gain body weight but developed inflammation, especially in the skin, after HFD administration. Fibroblasts emerged as potent modifiers of this differential responsiveness to HFD, as indicated by the comparison of the UPR profiles of fibroblasts responding to fatty acids *in vitro*, by correlation analyses between UPR and proinflammatory cytokine-associated transcriptomes, and by BiP (also known as HSPA5) immunolocalization in skin lesions from animals receiving HFD. These results suggest that the UPR operates as a modifier of an individual's propensity for body weight gain in a manner that, at least in part, involves the regulation of an inflammatory response by skin fibroblasts.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Highlighted Article:** Using outbred deer mice, we show that the unfolded protein response operates as a modifier of propensity for body weight gain in a manner involving the regulation of an inflammatory response by skin fibroblasts.

## INTRODUCTION

The regulation of body weight gain is an extremely complex process that involves the neurochemical and hormonal regulation of appetite, the absorption of nutrients and calorie-rich compounds, and their processing, distribution and, ultimately, storage or utilization in the periphery (Lund et al., 2020; Berthoud et al., 2020). Extreme body weight gain, owing to a combination of environmental, dietary and genetic factors, results in obesity, which is associated with increased adiposity and, ultimately, the development of metabolic pathologies, such as hepatic steatosis, insulin resistance and diabetes, and cardiovascular disease. Intrinsic to the pathogenesis of obesity is the development of meta-inflammation, which involves the moderate chronic inflammation following increased adiposity and contributes to insulin resistance and metabolic disease (Kawai et al., 2021; Kojta et al., 2020; Ye et al., 2012).

Central to the onset and progression of metabolic disease is the unfolded protein response (UPR), which constitutes a conserved homeostatic response developing in cells to resolve endoplasmic reticulum (ER) stress (Walter and Ron, 2011). Numerous studies in mouse models involving the induction of qualitative changes, such as the loss or gain of function of specific UPR-related genes, show that ER stress is implicated in several metabolic pathologies. To that end, loss of activity by gene deletion or overexpression of dominant-negative gene versions was sufficient to induce metabolic phenotypes such as hepatic steatosis or diabetes in mouse models (Almanza et al., 2019; Zhou and Liu, 2014; Rutkowski et al., 2008). Moreover, the UPR is associated with the regulation of the inflammatory response, which in turn modulates metabolic disease (Amen et al., 2019; Smith, 2018; Barabutis, 2020; Zhang et al., 2021). Yet, how subtle variations in the UPR occurring naturally among individuals influence the propensity for the development of metabolic pathologies remains unexplored. In the present study, we evaluated whether inherent variations in the UPR among genetically diverse individuals impact the propensity to body weight gain and the induction of inflammation following administration of a high-fat diet (HFD). To address this, we utilized outbred deer mice (*Peromyscus maniculatus*) that exhibit highly variable, yet tightly coordinated, UPR among individuals (Havighorst et al., 2019; Zhang et al., 2019). Animals were assigned to different groups according to the UPR profiles in their fibroblasts, and then the response to the HFD was evaluated by determining body weight gain and the induction of systemic inflammation. Whether the intensity of the UPR correlates with the efficiency of ER stress resolution was also evaluated, and whether this predicts the strength of the proinflammatory response was assessed. Our results collectively integrated UPR profile to body weight gain by identifying skin fibroblasts as essential modulators of the response to the HFD through differential induction of inflammation.

## RESULTS

### UPR variation and ER stress resolution in fibroblasts

To record the UPR profile, primary fibroblasts were isolated from *P. maniculatus* at weaning, exposed to tunicamycin, which induces canonical UPR, and the levels of the chaperones BiP (also known as HSPA5), GRP94 (also known as HSP90B1) and calnexin were evaluated. As expected, highly variable UPR among different individuals was detected that followed a positive linear correlation in the pairwise comparisons of all chaperones. This in turn identified some animals as high (HR) and others as low (LR) UPR responders (Fig. 1A,B).

**Fig. 1.**
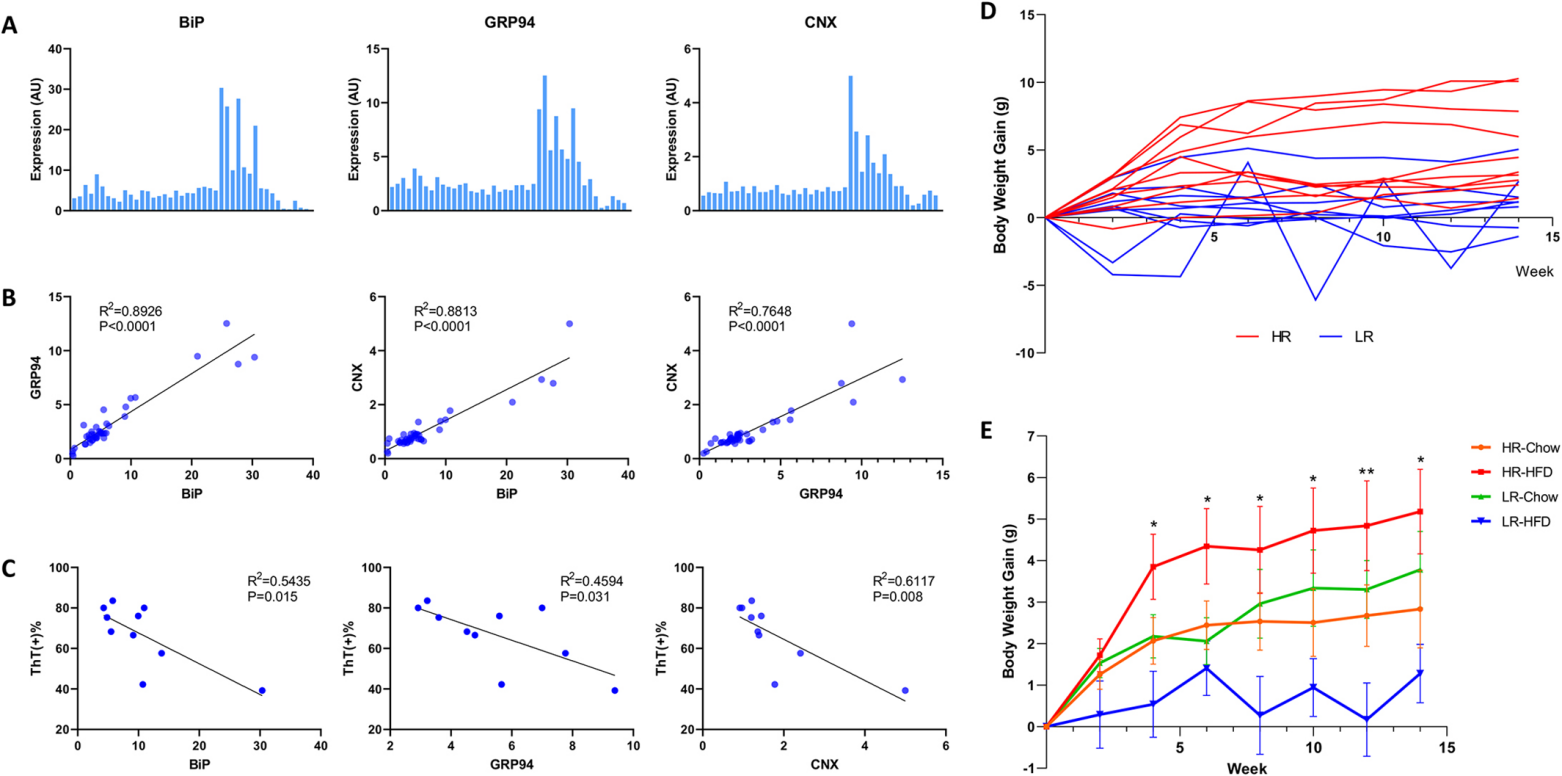
**Variations in the unfolded protein response (UPR) and body weight gain in deer mice.** (A) Expression of BiP, GRP94 and calnexin (CNX; also known as CANX) in primary fibroblasts isolated at puberty from *P. maniculatus* after exposure to tunicamycin (5 μg/ml) for 5 h. All expression values [arbitrary units (AU)] were normalized in relation to GAPDH (*n*=42; 33 males and nine females). Each bar represents an individual animal. (B) Coordinated expression of UPR-associated genes in primary fibroblasts of *P. maniculatus* (*n*=42; 33 males and nine females). Pairwise comparisons in expression of endoplasmic reticulum (ER)-stress-related genes after exposure of cells to tunicamycin. *R*^2^ values from Pearson's correlation and *P*-values are shown. (C) Correlation between ratios of Thioflavin T (ThT)-positive primary fibroblasts of *P. maniculatus* after exposure to ThT (4 µM) and tunicamycin, and expression of ER chaperones after exposure to tunicamycin (*n*=10, males). *R*^2^ values from Pearson's correlation and *P*-values are shown. (D) Body weight gain in genetically diverse *P. maniculatus* after high-fat diet (HFD) consumption for 14 weeks [*n*=10 in high UPR responders (HR), *n*=9 in low UPR responders (LR), all males]. Highly variable response was recorded and most of the HR gained more body weight compared to the LR. (E) Comparison of body weight gain among four different groups: HR-Chow (*n*=7, males), high responders fed a regular chow diet; HR-HFD (*n*=10, males), high responders fed a high-fat diet; LR-Chow (*n*=7, males), low responders fed a regular chow diet; LR-HFD (*n*=9, males), low responders fed a high-fat diet. *P<0.05, **P<0.01. *P*-values were calculated with ordinary one-way ANOVA and Tukey's multiple comparisons test.

Initially, we sought to explore the implications of intense versus moderate UPR at the cellular level, in terms of stress resolution. It is plausible that intense UPR may indicate a state in which intense ER stress has been induced due to inappropriate protein folding. Alternatively, it may reflect the enhanced ability for more efficient resolution of ER stress due to adequate stimulation of the cellular protein quality control mechanisms (Reich et al., 2020; Lin et al., 2008; Chen et al., 2017; Walter and Ron, 2011). It is plausible that such questions could be addressed by subjecting a diverse set of specimens displaying variable UPR to the same misfolding protein-inducing stimulus and then by correlating chaperone expression with the abundance of unfolded proteins. Thus, we exposed cells to Thioflavin T (ThT), a fluorescent chemical compound that shows enhanced fluorescence signals when it binds to protein aggregates (Beriault and Werstuck, 2013), and measured ThT signals in cells by flow cytometry. We hypothesized that, by evaluating whether and how ThT fluorescence correlates with the chaperone expression, we could directly assess the implications of UPR intensity in ER stress resolution. As shown in Fig. 1C, a significant negative correlation was revealed between the levels of each of BiP, GRP94 and calnexin, and ThT abundance, suggesting a more efficient ER stress resolution when chaperone levels are high.

### UPR in fibroblasts predicts body weight gain in HFD-fed deer mice

Having established that differential UPR is associated with the efficiency by which ER stress is resolved, at least in primary fibroblasts, we then tested whether this bears implications at the organismal level and especially on body weight gain. Therefore, cohorts of animals were established in which the UPR had been characterized in the fibroblasts at weaning. Subsequently, animals received a HFD or a regular chow diet, and body weight gain and food consumption were monitored. HFD is a known activator of the UPR and an established modifier of the onset of metabolic pathologies (Matveyenko et al., 2009; Li et al., 2012; Usui et al., 2012). Two experimental groups were defined per diet and included the individuals in which the levels of chaperones BiP, GRP94 and calnexin in the fibroblasts were in the higher 50th percentile (HR) or those that belonged to the lower 50th percentile (LR). As shown in Fig. 1D,E, contrary to laboratory mice (*Mus musculus*), which, depending on the specific strain, may show an increase in body weight after HFD consumption that can exceed 50% (Kahle et al., 2013; Rossmeisl et al., 2003; Montgomery et al., 2013), deer mice gained body weight only moderately, albeit variably, which indicates a rather robust regulation of metabolism and retention of homeostasis, which restricts severe obesity. Thus, in this model, it is plausible to speculate that the impact of chronic inflammation (or meta-inflammation) as a confounding factor in disease development is reduced and can be dissociated because body weight gain was overall minimal.

When body weight gain data were analyzed with respect to the UPR responsiveness of fibroblasts, it was revealed that the HR group gained significantly more body weight than the LR group (Fig. 1D,E), and this body weight gain paralleled food consumption (Fig. S1).

### Low UPR in fibroblasts is associated with higher levels of proinflammatory markers in the animal sera

The fact that inflammation is inherently linked to the consumption of the HFD, obesity and appetite led us to explore whether and to which extent distinct proinflammatory responses differentiate LR and HR animals following HFD consumption. To that end, we utilized a mouse cytokine array to simultaneously assess the levels of several proinflammatory cytokines in the animal sera. Surprisingly, we unveiled a clear trend, applicable to almost all cytokines evaluated, for induction, specifically in the group of LR animals and only after the administration of the HFD (Fig. 2A). Thus, HR animals tolerate the HFD and respond by gaining body weight, whereas LR animals develop an inflammatory response instead, which prevents them from gaining body weight. Noteworthy, serum lipids, such as total and free cholesterol, as well as high-density lipoprotein (HDL) and low-density lipoprotein (LDL)/very-low-density lipoprotein (VLDL) cholesterol, were also evaluated, but despite a trend for higher levels in the LR animals, the differences were insignificant (Fig. S2).

**Fig. 2.**
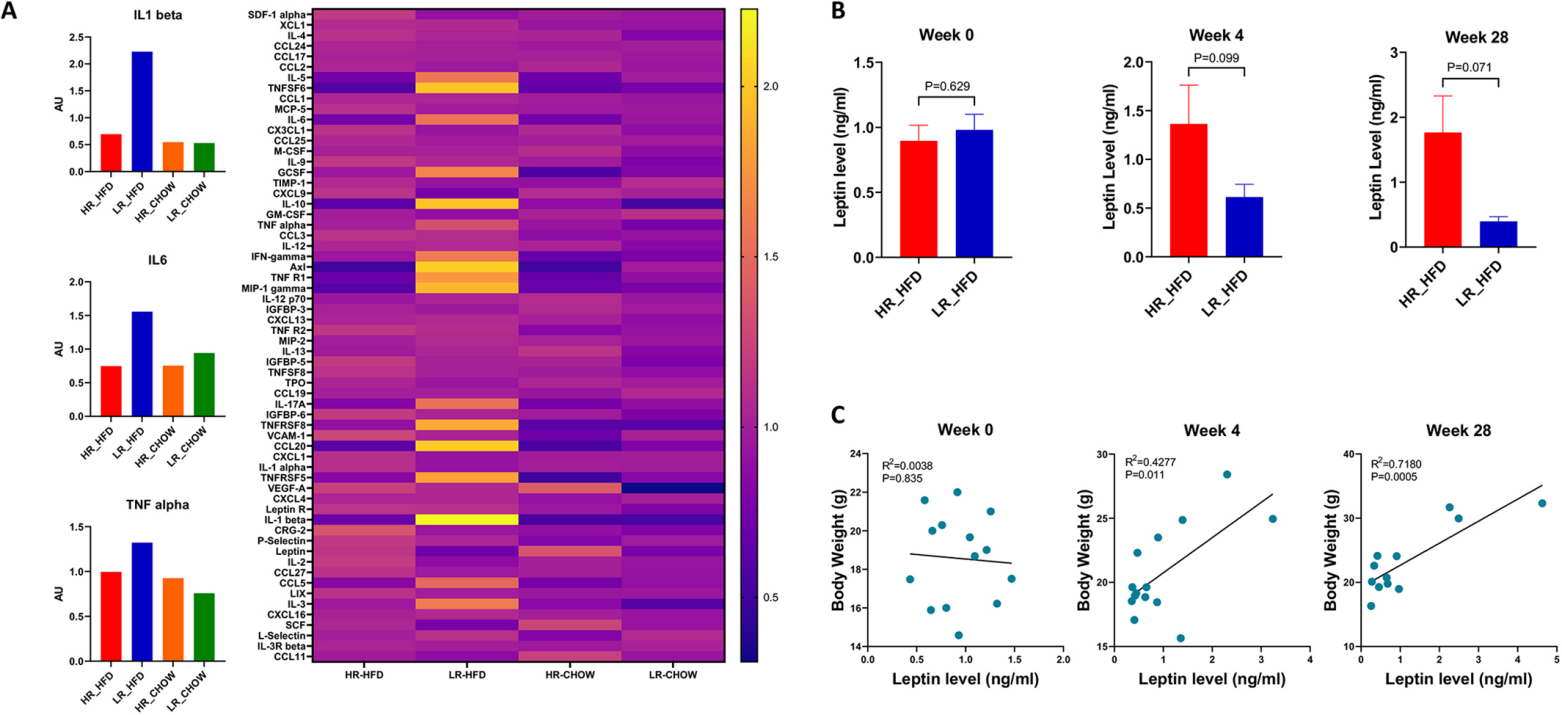
**Proinflammatory cytokines in the sera of deer mice.** (A) Heat map representing color-coded relative levels of 62 cytokines in the sera of four different groups: HR-Chow (*n*=6, four males and two females); HR-HFD (*n*=7, five males and two females); LR-Chow (*n*=6, four males and two females); LR-HFD (*n*=7, four males and three females). The sera were pooled together for each group for the cytokine-array measurements. The left column shows the relative levels of three proinflammatory cytokines, IL1 beta, IL6 and TNF alpha, in sera of each group. (B) Leptin levels in sera of HR (*n*=7, five males and two females) and LR (*n*=7, four males and three females) before and after 4 weeks and 28 weeks of HFD consumption detected with a leptin ELISA kit. *P*-values were calculated with unpaired Student's *t*-test. (C) Correlation between serum leptin level and body weight in HR (*n*=7, five males and two females) and LR (*n*=7, four males and three females) before and after 4 weeks and 28 weeks of HFD consumption. *R*^2^ values from Pearson's correlation and *P*-values are shown.

### Leptin levels do not predict body weight gain in HR and LR animals

It is known that, depending on the context and the severity of the response, inflammation can produce contrasting effects in appetite and obesity. Inflammation is associated with anorexia and appetite loss (Gautron and Layé, 2010; Braun and Marks, 2010), yet chronic inflammation has been linked to the development of obesity by mechanisms involving leptin resistance and appetite increase (De Souza et al., 2005; Thaler et al., 2013; Kleinridders et al., 2009). In this deer mouse model, leptin regulation operated normally because its levels were similar in both groups at the beginning of the study, but, after 4 weeks on the HFD, leptin levels were higher in the HR animals that had gained more body weight (Fig. 2B). Furthermore, the levels of circulating leptin were proportional to body weight (Fig. 2C). These observations support the notion that the gain of body weight in deer mice in response to the HFD is not modulated by the onset of obesity, dissociating the secondary consequences of increased adiposity and chronic inflammation from the acute induction of inflammation in response to the HFD. Furthermore, they point to the operation of a regulatory network contributing resistance to a subset of animals, specifically the LR animals, which do not tolerate the HFD well, develop an inflammatory response and do not gain body weight.

### Induction of inflammation in the skin of deer mice by the HFD

The observation that the UPR response of fibroblasts early in life reliably predicts the propensity for body weight gain in HFD-fed deer mice is consistent with two plausible mechanisms. First, it is conceivable that cultured fibroblasts, after tunicamycin treatment *in vitro*, recapitulate the response of certain peripheral organs to the HFD, operating as surrogates. To that end, the induction of inflammation was assessed histologically in brain, liver and adipose tissue, which represent established target tissues of the HFD in mice. As shown in Fig. 3A-C, evidence of inflammation was not recorded in any of these tissues, implying that the intensity of the proinflammatory response does not represent a likely mechanism that could explain the differential effects of the HFD in the deer mice. Furthermore, the expression of various UPR markers was also evaluated in these tissues after HFD consumption, but no association with the UPR in fibroblasts was identified (Fig. S3). Hepatic steatosis did develop occasionally, in ∼30% of the animals, but was not associated with body weight gain, indicating that liver dysfunction proceeds independently of the body weight gain in this model (Fig. 3D). Whether the lower incidence of steatosis in this study compared to our earlier analysis (Havighorst et al., 2019) is due to the genetic diversity of the animals or due to the fact that animals in which the UPR was not coordinated were purposely selected, introducing a confounding factor in steatosis, remains unclear. Nevertheless, a clear association between body weight gain and UPR classification of fibroblasts was unveiled in a manner according to which intense UPR in fibroblasts early in life predicts a more pronounced gain of body weight.

**Fig. 3.**
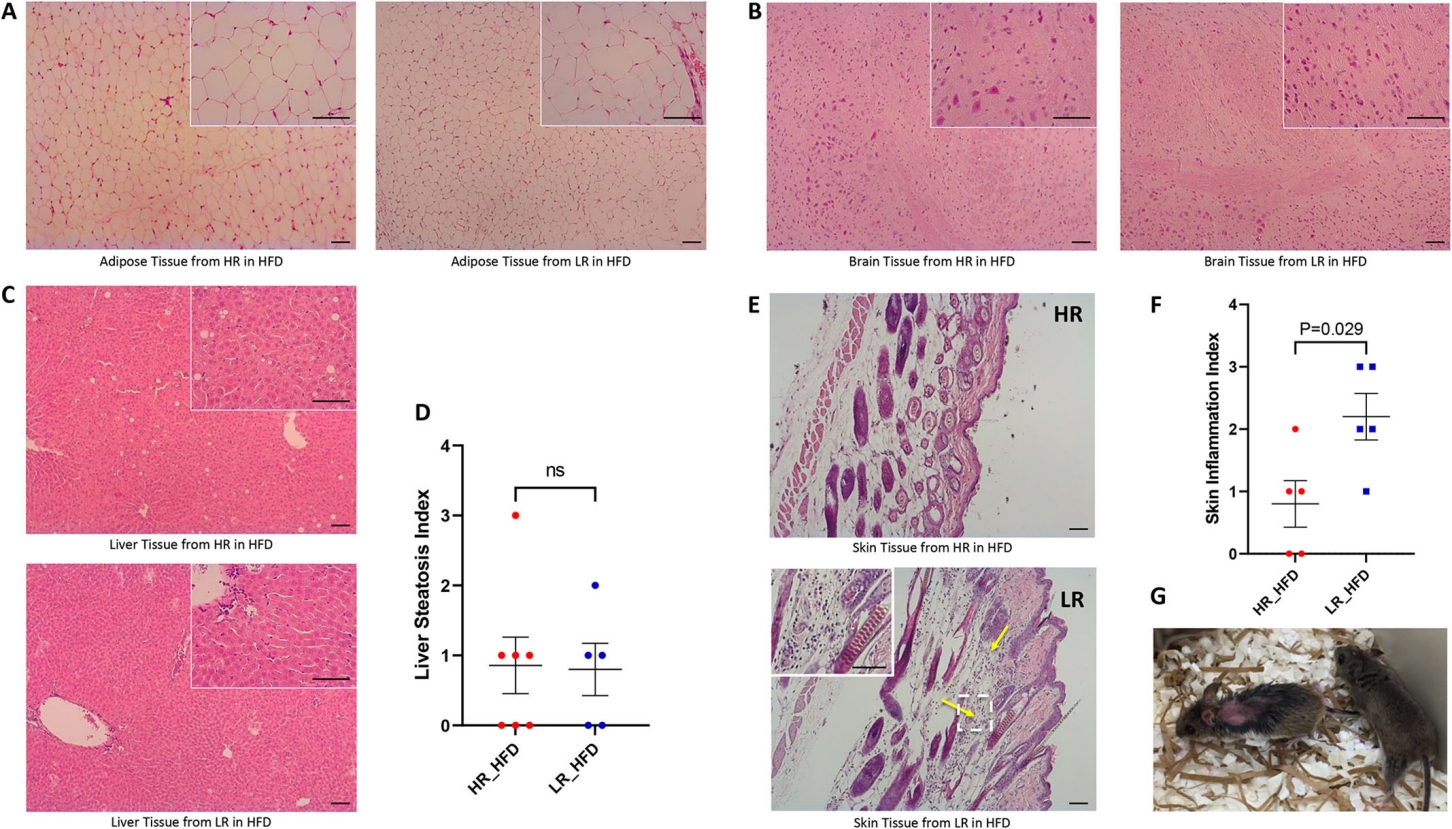
**Histology of liver, brain, adipose and skin tissue in deer mice after HFD administration.** (A) H&E-stained sections of subcutaneous fat from HR (*n*=7, five males and two females) and LR (*n*=7, four males and three females; among them, two males died after 8 weeks and 18 weeks of HDF administration) after 28 weeks of HFD consumption. No evidence of inflammation was seen in both groups. (B) H&E-stained sections of brain tissue from HR (*n*=7, five males and two females) and LR (*n*=5, two males and three females) after 28 weeks of HFD consumption. No evidence of inflammation was seen in both groups. (C) H&E-stained sections of livers from HR (*n*=7, five males and two females) and LR (*n*=5, two males and three females) after 28 weeks of HFD consumption. No evidence of inflammation was seen in both groups. (D) Liver steatosis index in HR (*n*=7, five males and two females) and LR (*n*=5, two males and three females) after 28 weeks of HFD consumption. ns, no significant difference shown by unpaired Student's *t*-test. (E) H&E-stained sections of skin tissue from HR (*n*=5, males) and LR (*n*=5, males) after 14 weeks of HFD consumption. Minimal inflammation was observed in the skin section of HR (top). A high degree of inflammation was observed in the skin section of LR (bottom). Yellow arrows indicate high immune cell-accumulating areas; the area in the dashed line box is also shown in the upper-left corner at a higher magnification. Scale bars: 50 μm. (F) Skin inflammation index in HR (*n*=5, males) and LR (*n*=5, males) after 14 weeks of HFD consumption. The *P*-value was calculated by unpaired Student's *t*-test. (G) Some of the LR developed skin lesions after HFD consumption. No skin lesions were seen in the HR after HFD consumption.

According to an alternative possibility, the fibroblasts, instead of operating as surrogates, are contributing directly as modifiers of body weight gain via mechanisms implicating the differential UPR-associated inflammation. Various considerations are supportive of this notion. First, the fibroblasts are the most abundant cell type in the body and, thus, even moderate changes cumulatively may be sufficient in inflicting biologically relevant responses. Skin, from which fibroblasts in this study were isolated, is particularly rich in fibroblasts, and skin fibroblasts were shown to respond differently in different diets in mice, such as a ketogenic diet or a HFD (Salzer et al., 2018). In addition, the induction of inflammatory response in the skin by special diets has been established, identifying this organ as responsive to dietary manipulations (Herbert et al., 2018; Rosa et al., 2018). Finally, in people, an extreme and rather rare severe inflammatory reaction in the skin that has been associated with ketogenic diets has also been described in some individuals and designated as prurigo pigmentosa (Beutler et al., 2015; Alshaya et al., 2019). In line with this evidence, in deer mice, we occasionally noted macroscopically skin lesions in the animals receiving the HFD that had been characterized as LR (Fig. 3G).

To explore further the operation of this mechanism, we analyzed histologically skin biopsies of animals that received the HFD for evidence of inflammation. Evidence of macrophage infiltration was revealed in almost all animals that had received the HFD, which was more prominent in the LR group (Fig. 3E,F). Assessment of BiP expression in fibroblasts by immunofluorescence was more prominent, albeit insignificantly, in the skin of the HR compared to the LR animals and also exhibited a trend for positive correlation with BiP expression of fibroblasts early in life following tunicamycin treatment *in vitro* (Fig. 4). Thus, we conclude that skin fibroblasts represent good candidates for operating as modifiers of the UPR in response to a HFD.

**Fig. 4.**
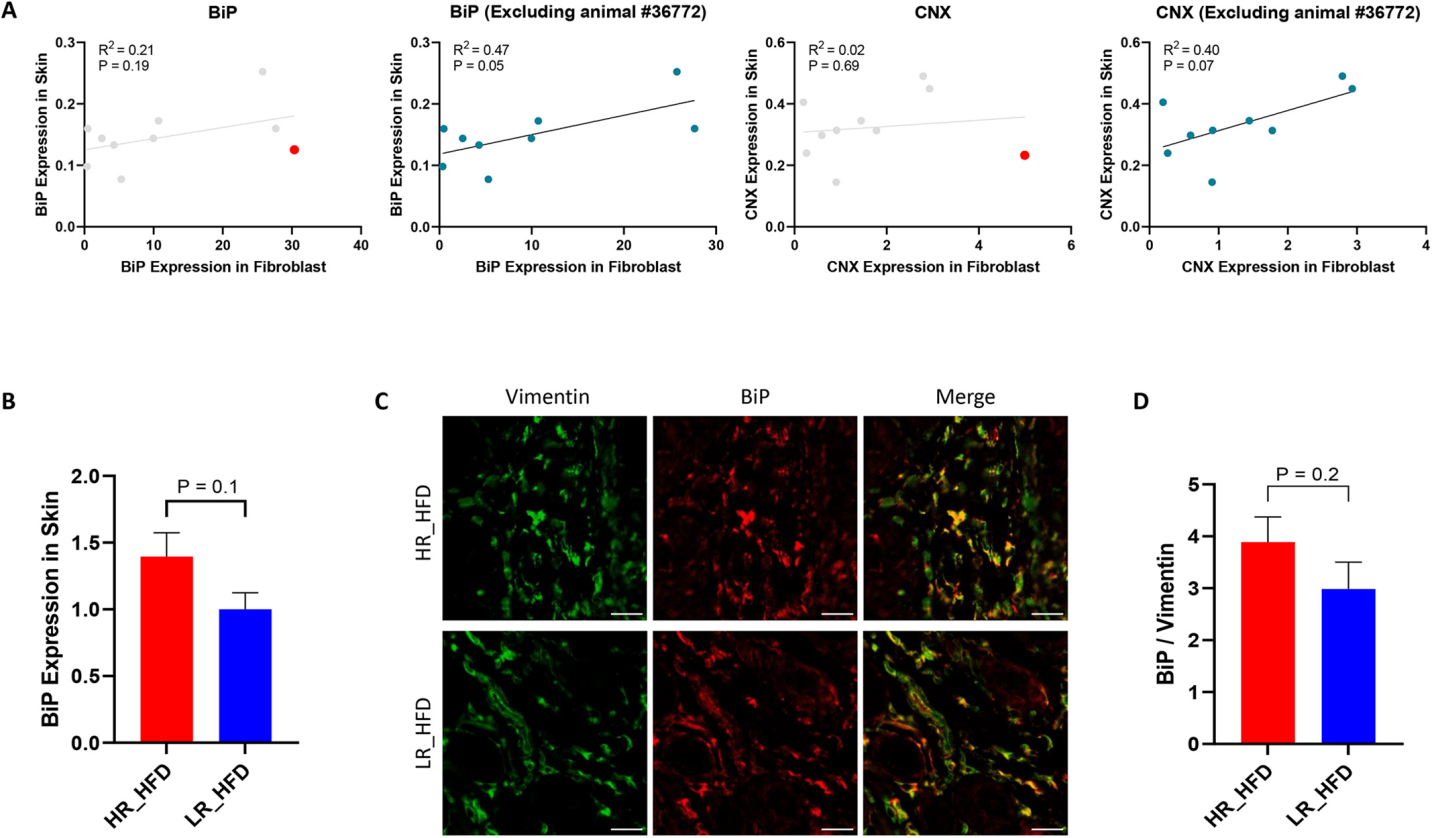
**UPR in the skin of deer mice after HFD administration.** (A) Correlation of ER chaperone (BiP and CNX) expression between skin tissue and primary fibroblasts of deer mice (*n*=10, males) after HFD consumption measured by RT-qPCR. Animal #36772 (red dot) was an apparent outlier and was either included (left) or excluded (right) in the analyses. *R*^2^ values from Pearson's correlation and *P*-values are shown. (B) BiP expression in skin tissue of HR (*n*=5, males) and LR (*n*=5, males) after HFD consumption measured by RT-qPCR. The *P*-value was calculated by unpaired Student's *t*-test. (C) Colocalization of BiP protein (red) with the fibroblast marker vimentin (green) in the skin tissue of HR (*n*=5, males) and LR (*n*=5, males) after HFD consumption. Scale bars: 25 μm. (D) Comparison of BiP colocalization with vimentin in the skin tissue of HR (*n*=5, males) and LR (*n*=5, males) after HFD consumption. The *P*-value was calculated by unpaired Student's *t*-test.

### Fibroblasts respond differently to fatty acids *in vitro* in relation to their UPR profile

To test whether fibroblasts induce a proinflammatory response following fatty acid administration *in vitro* and whether this response is implemented differentially between the LR and HR fibroblasts, we exposed fibroblasts that were characterized in terms of their UPR profile to the fatty acids oleate and palmitate and monitored the levels of IκBα (also known as NFKBIA) (Fig. 5A). As shown in Fig. 5B, a more prominent induction of IκBα, a reporter of NFκB activity that mediates the inflammatory response, was recorded in the LR compared to the HR fibroblasts. This effect was recorded with palmitate (*P*<0.05) and marginally with oleate (*P*=0.06). These observations imply the existence of an inverse relationship between UPR gene expression and the levels of proinflammatory cytokines in primary, unchallenged fibroblasts from genetically diverse animals.

**Fig. 5.**
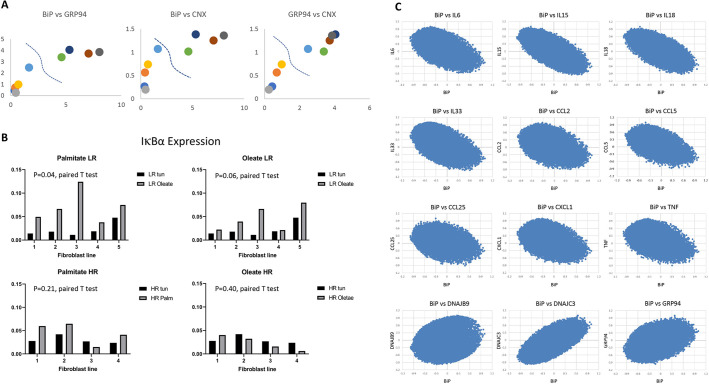
**UPR and inflammatory response in cultured fibroblasts.** (A) Correlation between the expression of ER chaperones (BiP, GRP94 and CNX) in each primary fibroblast line from an individual animal after tunicamycin treatment (*n*=9, five males and four females). Dot colors indicate animal identity. The HR are on the right side of the dashed lines and the LR are on the left. (B) IκBα expression in the primary fibroblast lines (*n*=9, five males and four females) treated with palmitate/oleate or tunicamycin measured with RT-qPCR. Black bars show IκBα expression induced by tunicamycin in each fibroblast line; gray bars show IκBα levels induced by palmitate/oleate. *P*-values were calculated with paired Student's *t*-test. (C) Whole-transcriptome coordination between *Il6*, *Il15*, *Il18*, *Il33*, *Ccl2*, *Ccl5*, *Ccl25*, *Cxcl1*, *Tnf*, *Dnajb9*, *Dnajc3*, *GRP94* and *BiP*. Scatterplots showing the *R* (Pearson's) for the transcripts correlated with each gene of the whole transcriptome between the designated comparison (*n*=10, males).

### BiP expression negatively correlates at the whole transcriptome with various proinflammatory cytokines

To test these notions further, *P. maniculatus* fibroblasts exhibiting a diverse UPR response were analyzed at the whole-transcriptome level for the mode of expression of the major chaperone BiP and several proinflammatory cytokines. 

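RNA of primary ear fibroblasts from 10 male deer mice of the BW stock was sequenced as 1 library per animal, and the number of read pairs that the authors counted on each gene was deposited as whole numbers without normalization. The animals were 3 weeks old according to the sample labels, which name no treatment of the cells and do not state which animals were high or low responders, so the 10 libraries were treated as a single group. The table holds 25394 genes of Ensembl release 98 on the HU_Pman_2.1 genome. Between 20811334 and 31912526 counts per animal fell on genes, with a median of 27423780.5, and the largest library was 1.53 times the smallest. A count was recorded for 17326 to 17927 genes per library, and 4731 genes had no count in any library. Counts were normalized for library size by edgeR's TMM method and expressed as log2 CPM, the logarithm of a gene's share of the library, with a prior count of 2, and the 13935 genes with a mean count of at least 10 were used. Over these genes, Pearson's R between the libraries of 2 animals ranged from 0.91 to 0.99 with a median of 0.97. The labels give a separate animal for each library, and no 2 libraries differed by as little as the sampling noise of a library deposited more than once, with a chi-square of 21.9 to 315 per degree of freedom over the 45 pairs. The median biological coefficient of variation between animals was 19.2% over these genes, and it was 13.4% over the 5421 genes with a mean count of at least 1000, for which counting error alone gives at most 3.16%. With 1 library per animal, this variation also includes any differences between cultures and library preparations. In a principal component analysis with every gene scaled to the same variance, the first component held 32.3% of the variance, the second 17.4% and the third 13.9%. Genes are listed by Ensembl identifier only, and symbols were looked up in the RefSeq gene table of the HU_Pman_BW_mat_3.1 assembly. Of its 37364 genes, 0 carry an Ensembl identifier, so that it could match 0 of the 25394 identifiers whatever they were. The levels of BiP, of the other chaperones and of the cytokines were therefore not analysed here.

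**Figure D1:**
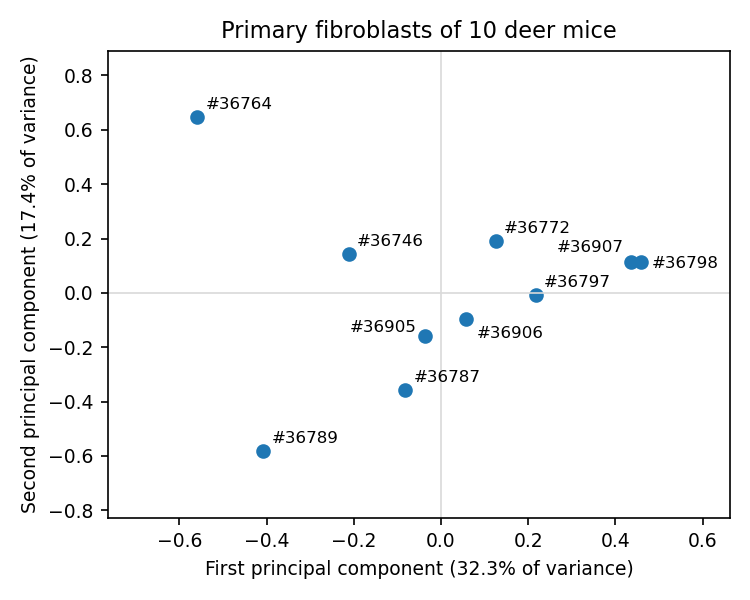
Position of the 10 fibroblast libraries on the first principal component (x axis, 32.3% of the variance) and the second (y axis, 17.4%), without units, from log2 CPM of 13935 genes. Each point is 1 animal, and animals #36764 and #36789 lie at opposite ends of the second component.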

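The whole-transcriptome coordination of a pair of genes, as the paper defines it, is obtained by correlating every transcript with each of the 2 genes across the 10 animals and then correlating the resulting sets of Pearson's R values over transcripts. The paper's text does not name the scale or the normalization of the expression values, so that the log2 CPM used here is a choice that may differ from the paper's. The range of coordination in these fibroblasts was measured on genes drawn at random, a choice made after the counts were seen to carry no gene symbols. For 1000 reference genes, the central 95% of the R values of the transcripts with the reference gene lay between -0.72 and 0.73, as the median over reference genes. Over 100000 random pairs of genes, the coordination had a median size of 0.47, and its central 95% lay between -0.89 and 0.90. A coordination of at least 0.5 in size was recorded with a negative sign for 23.5% of the pairs and with a positive sign for 23.7%, and 49.7% of the pairs had a negative coordination. The values of every gene were shuffled among the animals 100 times, with 20000 of the pairs used per shuffle. The median size was then between 0.24 and 0.25, and 13.5% to 14.9% of these pairs reached 0.5 in size. The measured median size was above that of every shuffle (permutation test, one-sided, p = 0.0099, the smallest that 100 shuffles can give). Since each gene was shuffled on its own, the test asks only whether genes vary independently of each other. Any set of genes that vary together is enough to pass it. Of the alternative settings, the counts without normalization moved the share of negative pairs most, to 32.4%, and left the sign of coordination the same in 69.2% of the pairs. Removal of the first principal component left it the same in 65.5%, the lowest share of all alternative settings.

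**Figure D2:**
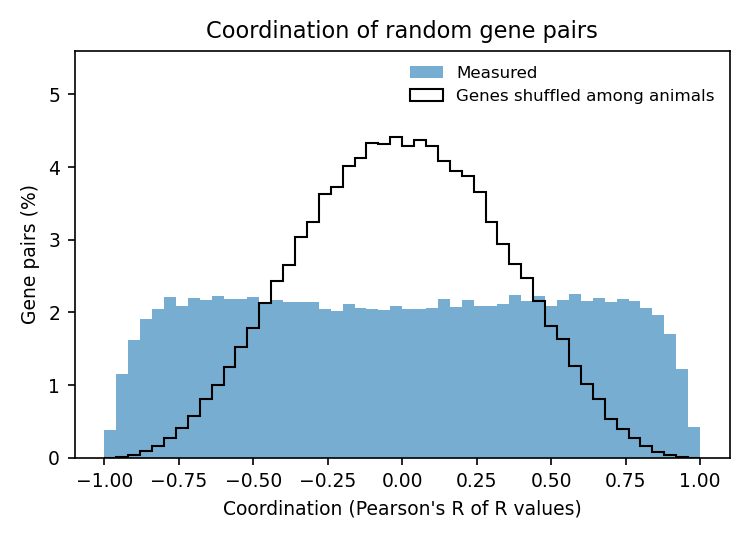
Share of random gene pairs (y axis, percent) by their coordination (x axis, Pearson's R of R values, without units) in the fibroblasts of 10 animals. Filled bars are the 100000 measured pairs, of which 47.2% reach 0.5 in size, and the black outline is the same pairs after 1 shuffle of every gene among the animals.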

Pairwise scatterplots were then developed, depicting the correlation of each transcript in the transcriptome between BiP and a roster of proinflammatory cytokines (Zhang et al., 2019). As shown in Fig. 5C, a negative correlation between the BiP-associated transcriptome and each of the transcriptomes associated with IL6, IL15, IL18, IL33, CCL2, CCL5, CCL25, CXCL1 and TNF in cultured skin fibroblasts was readily unveiled, suggesting that a more prominent induction of UPR is linked to a modest inflammatory response. However, for DNAJB9, DNAJC3 and GRP94, which are components of canonical UPR, a positive correlation with BiP was maintained, which is consistent with the notion that not only the expression between these chaperones is correlated in outbred species but also that the whole transcriptome coordinated with them maintains the same mode of expression (Fig. 5C).

## DISCUSSION

Despite the availability of unequivocal evidence linking ER stress to metabolic pathologies, how inherent variations in the UPR influence their onset remains poorly understood. Studies in genetically diverse species permit the assessment of how quantitative differences in the UPR influence the susceptibility to metabolic disease. By using outbred deer mice as a model, we provided evidence that skin, and probably other tissue-resident fibroblasts, operate as modifiers of the propensity for diet-induced body weight gain. Contrary to conventional laboratory mice, in which high-calorie diet is linked to meta-inflammation, this model dissociates the effects of chronic, adiposity-associated meta-inflammation from the inflammatory response triggered directly by dietary lipids because prolonged HFD administration was insufficient to cause histologically detectable inflammation in the liver, the brain or the adipose tissue. This discrepancy in the response to the HFD between deer mice and conventional mice resembles the response of human populations, in which high variation is recorded, which in turn restricts the translational value of the findings obtained from laboratory mice (Lai et al., 2014). Such limitation of inbred strains is also exemplified by the observation that in outbred Sprague Dawley rats, obesity following HFD was recorded only in half of the animals (Levin et al., 1997). Consistently with the present findings, the inherent variations in the UPR and the efficiency of ER stress resolution in fibroblasts participate in the regulation of body weight gain by a mechanism in which, when ER stress is not adequately resolved, the inflammatory response is more intense. Conversely, efficient resolution of ER stress is associated with better tolerance for high-calorie diet and, ultimately, increased body weight gain (Fig. 6).

**Fig. 6.**
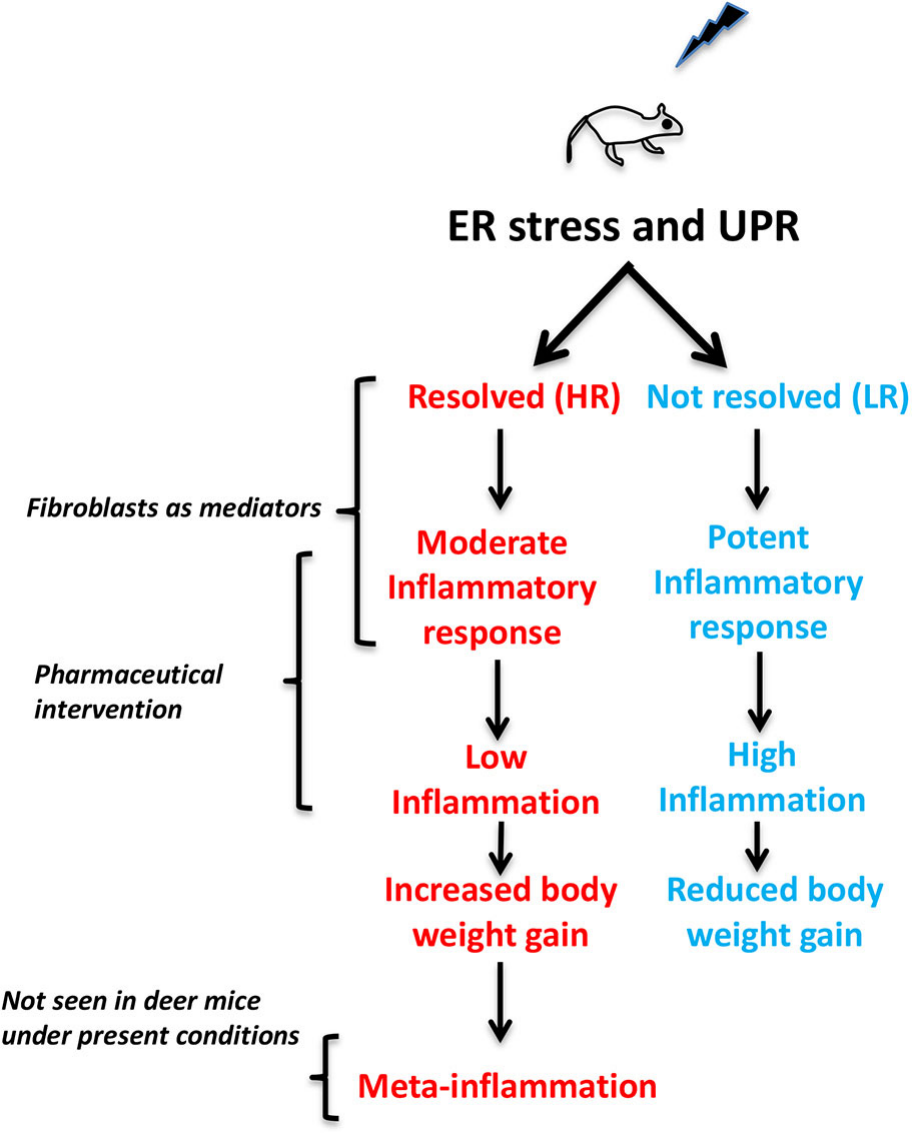
**ER stress and UPR modulate inflammatory response and body weight gain.** Stress inducers such as HFD cause ER stress and UPR in deer mice. The HR with higher ER chaperone expression have higher ability to resolve ER stress. They have moderate inflammatory response, low inflammation and increased body weight gain, which may induce meta-inflammation at a later stage, but it was not seen in the deer mice under the conditions. In contrast, the LR have lower ability to resolve ER stress. They have potent inflammatory response, high inflammation and reduced body weight gain.

Genomic variations in UPR-associated genes emerge as good candidates for causing the recorded variability in the intensity of the UPR. Nevertheless, how this translates to differential inflammation and that in turn is recorded, at least primarily, in skin fibroblasts remains obscure. Considering earlier observations suggesting that high-altitude deer mice exhibit more intense UPR (Havighorst et al., 2019), it is plausible that these findings possess evolutionary implications: in environmental conditions in which nutrient resources are sparse, the increased prevalence of individuals with more intense UPR may facilitate higher food consumption, and less potently inhibited gain of body weight, when food becomes incidentally available. Such feedback mechanisms operate more potently in low-altitude deer mice, which have better access to adequate food resources throughout the year. Why this sensitivity to HFD-induced inflammation targets specifically the skin and is not seen in other tissues remains puzzling, especially in view of the fact that, in the liver of deer mice, HFD robustly induces changes in the expression profiles of genes associated with the immune system, although inflammation does not proceed in a manner that can be detected histologically (Zhang et al., 2021). Yet, it appears that it possesses evolutionary significance in modulating appetite, in a subset of animals only, which may be relevant to their differential nutritional needs in different environments.

It is conceivable that these mechanisms, integrating variations in the UPR with the propensity for body weight gain, are also applicable to human populations in which highly variable prevalence of obesity has been recorded. Furthermore, they advocate for the performance of genomic studies raising the testable hypothesis that UPR modifiers may function as modulators of the propensity for body weight gain and obesity.

## MATERIALS AND METHODS

### Animals

Deer mice, *P. maniculatus bairdii* (BW Stock), were closed-colony bred in captivity since 1948 and descended from 40 ancestors wild caught near Ann Arbor, MI, USA. Sonoran deer mice, *P. maniculatus sonoriensis* (SM2 Stock), were derived from ∼50 animals wild caught by Jack Hayes in 1995 near White Mountain Research Center, Bishop, CA, USA (Havighorst et al., 2017). In this study, we picked 42 deer mice (33 males and nine females) and fed them either a regular chow diet or a HFD (58 kcal% fat and sucrose, Research Diets D12331) for 14 or 28 weeks, starting at 3-4 months of age. Some animals in this study also participated in a study reported recently (Zhang et al., 2021). Blood was extracted from the orbital sinus of anesthetized deer mice with a heparinized capillary tube (Fisherbrand). For serum extraction, the whole blood was placed in a blood collection tube (BD Microtainer) and centrifuged at 9500 ***g*** for 5 min. Serum samples were then aliquoted and stored at −80°C until the analyses. The animals were sacrificed using isoflurane as an anesthetic followed by cervical dislocation, and the brain, liver, skin and adipose tissue were collected. Tissues for RNA isolation were frozen using dry ice, and tissues for histology were fixed in 4% formaldehyde. All animal procedures complied with relevant national and institutional animal welfare laws, guidelines and policies, and were approved by the Institutional Animal Care and Use Committee (IACUC) and the Department of Health and Human Services, Office of Laboratory Animal Welfare, University of South Carolina (Approval No. 2349-101211-041917).

### Cell culture

Fresh ear punches were collected during routine weaning and marking procedures at ∼3 weeks of age. After the ear punch tissue was bathed in 70% ethanol for 2 min, it was placed in RPMI 1640 medium (HyClone) supplemented with 10% fetal bovine serum (Gibco), 100 U/ml penicillin, 100 μg/ml streptomycin and 0.292 mg/ml L-glutamine (HyClone), as previously described (Zhang et al., 2019). Ear punches were minced and then treated with 2 mg/ml collagenase type I (Millipore) for 1 h. Undigested debris was removed once cells were visible. The disassociated cells were cultured in the same medium at 37°C and in 5% CO_2_. Cells were passed when adherent layers reached 90% confluence and for no more than seven passages. For tunicamycin treatment, cells were split into six-well plates, at 300,000 cells/well, and cultivated for 24 h. Then cells were treated with tunicamycin (5 μg/ml) for 5 h, immediately followed by RNA extraction.

### RNA isolation, cDNA synthesis and quantitative reverse transcription PCR (RT-qPCR)

RNA was isolated with a Qiagen RNeasy Plus Mini Kit according to the manufacturer's recommendations. RNA was eluted using 30 μl nuclease-free water. Complementary DNA (cDNA) synthesis was performed using an iScript cDNA synthesis kit (Bio-Rad) according to the supplied protocol. RT-qPCR was performed on a T100 thermocycler (Bio-Rad) using iTaq Universal SYBR Green Supermix (Bio-Rad). Specific oligonucleotide primers for target gene sequences are listed in Table 1. Arbitrary units of target mRNA were normalized to the expression of *Gapdh*.

**Table 1.**
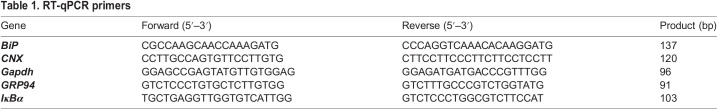
RT-qPCR primers

### ThT staining

Primary fibroblasts were split into six-well plates, at 300,000 cells/well, and cultivated for 24 h. Then, cells were treated with ThT (4 μM) and tunicamycin (5 μg/ml) for 5 h. ThT is known to be able to detect ER stress by exhibiting fluorescence when it binds to protein aggregates (Beriault and Werstuck, 2013). After washing and detaching with trypsin, the cells were collected with cold PBS. ThT fluorescence intensities were assessed using an LSRII flow cytometer (BD Biosciences).

### Histology

At sacrifice, the brain, liver, skin and adipose tissue were excised from each animal, fixed for 3-5 days in 4% formaldehyde, dehydrated with 100% ethanol and embedded in wax. Paraffin sections were stained with Hematoxylin and Eosin (H&E). Histological examination of the specimens was performed blindly by a certified pathologist. Images shown were obtained by an ICC50 HD (Leica Microsystems).

### Cytokine array

The serum samples of deer mice were pooled for each group, and the relative levels of serum cytokines and chemokines were assessed with a Mouse Cytokine Antibody Array C3 (RayBio C-Series). Blocking, biotinylated antibody cocktail and HRP-streptavidin incubation, washing conditions and chemiluminescent detection were performed according to the manufacturer's instructions.

### Leptin enzyme-linked immunosorbent assay (ELISA) assay

Blood samples of deer mice for leptin level detection were collected before HFD consumption and at 4 and 28 weeks after HFD administration. The concentration of serum leptin for each animal was measured using an Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem) according to the manufacturer's instructions.

### Immunostaining

Paraffin-embedded skin tissues underwent antigen retrieval in 0.01 M citrate buffer (pH 6.0), permeabilization with 0.1% Triton X-100 and blocking with 10% goat serum. The sections were then incubated in phosphate-buffered saline with 0.1% Tween 20 and 1% bovine serum albumin at 4°C overnight with anti-vimentin (ab92547, Abcam; 1:250 dilution). After washing, the sections were incubated with goat anti-rabbit IgG H&L Alexa Fluor 488 (ab150077, Abcam; 1:1000 dilution) for 1 h at 25°C and then incubated with anti-BiP (ab21685, Abcam; 1:250 dilution) conjugated to Alexa Fluor 647 (ab269823, Abcam) at 4°C overnight. Images were obtained with a confocal microscope (Carl Zeiss LSM 700) and analyzed with ImageJ.

### Fatty acid treatment

Palmitic acid (PA; P0500, Sigma-Aldrich) and oleic acid (OA; O1008, Sigma-Aldrich) were dissolved in 100% ethanol and conjugated to 10% fatty acid-free bovine serum albumin (BSA) (A0281, Sigma-Aldrich) in RPMI 1640 medium (HyClone). The molar ratio of PA/OA:BSA is 6:1. The primary fibroblasts were treated with PA or OA at a concentration of 500 μM for 24 h.

### RNA sequencing

RNA and library preparation, sequencing, postprocessing of the raw data and data analysis were conducted by the University of South Carolina (USC) COBRE Center for Targeted Therapeutics Functional Genomics Core. RNAs were isolated with a Qiagen RNeasy Plus Mini Kit. RNA integrity was evaluated using an Agilent Bioanalyzer, and samples had a quality score ≥8.6. RNA libraries were prepared using established protocol with Next Ultra II Directional RNA Library Prep Kit for Illumina (NEB, Lynn, MA, USA). Each library was made with one of the TruSeq barcode index sequences and pooled together into one sample to be sequenced on the HiSeq 2×150 bp pair-ended sequencing platform (Genewiz). Sequences were aligned to the *P. maniculatus* genome [HU_Pman_2.1 (GCA_003704035.1)] in ensembl.org using STAR v2.7.2 (Dobin et al., 2013). 

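The header of the deposited count table names featureCounts 1.5.3, run on read pairs and on the exons of each gene without the option for stranded libraries, although the library kit keeps the strand. Reads from 2 genes that overlap on opposite strands are not told apart by such counting. Exons of 412 of the 25394 genes overlap an exon of a gene on the other strand, and 207 of these genes had a mean count of at least 10, or 1.49% of the genes that were used. Exons of 77 genes overlap those of another gene on the same strand, and 14 of these passed the same filter. The counts of these genes are uncertain for that reason. The 23 numbered chromosomes and the X chromosome carry 24683 genes and received 99.5% of all counts, and the remaining 711 genes lie on unplaced scaffolds.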

Reads were counted using the featureCounts function of the Subreads package (Liao et al., 2013) using Ensembl GTF and summarized at exon, transcript or gene level. Only reads that were mapped uniquely to the genome were used. The results have been deposited in Gene Expression Omnibus (GEO; GSE179058). The flowchart of the transcriptome coordination analyses was described previously (Zhang et al., 2019; Soltanmohammadi et al., 2021). Briefly, the Pearson's correlation coefficients were calculated between the whole transcriptome and the transcripts indicated. 

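Over the 100000 random pairs of genes, coordination was compared with the direct Pearson's R of the expression of the 2 genes across the 10 animals. The correlation of both measures over pairs was 0.95, where pairs are not independent replicates, and their signs were the same in 90.0% of the pairs. With the genes shuffled among the animals, the same correlation was at least 0.9996 over 20000 of the pairs. A close relation thus follows from how coordination is built, and it was looser in the measured data. Coordination was larger in size than the direct R in 80.2% of the pairs, and the direct R had a median size of 0.33. Where the direct R was under 0.1 in size, which held for 16002 pairs, the coordination had a median size of 0.17 and a 95th percentile of 0.43. In 2000 random pairs, the values of 1 gene were permuted among the animals 100000 times (two-sided permutation test). The size of coordination that 95% of permutations stayed under had a median of 0.77 over the pairs and ranged from 0.54 to 0.96. A permutation p under 0.05 was obtained for 309 pairs by coordination and for 297 pairs by the direct R. After Benjamini-Hochberg adjustment over the 2000 pairs, 4 pairs were under 0.05 by coordination and 19 by the direct R. With 1 animal left out, the sign of coordination remained the same in 82.5% of the pairs without animal #36764, in 87.1% without animal #36789 and in 90.7% to 97.5% without any other animal.

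**Figure D3:**
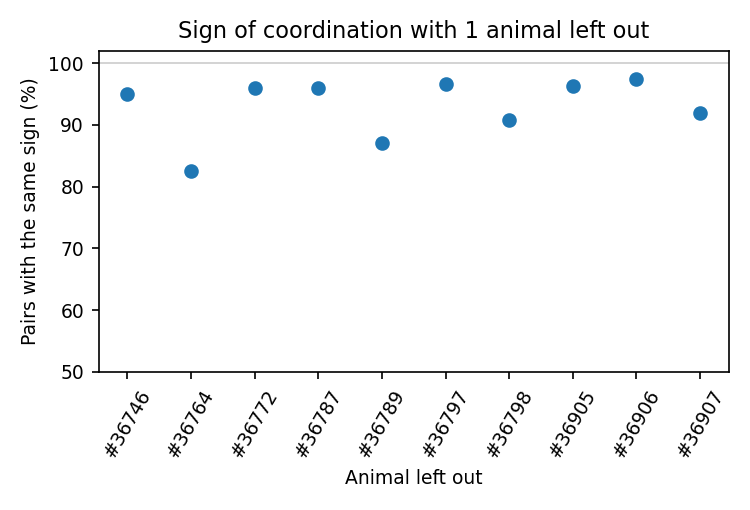
Share of the 100000 random gene pairs whose coordination had the same sign as over all 10 animals (y axis, percent, drawn from 50) when the animal named on the x axis was left out. The lowest points are 82.5% without animal #36764 and 87.1% without animal #36789.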

Subsequently, the coordination between the selected pairs of transcripts was calculated as the correlation of their Pearson's R values and plotted as dot plot charts.

### Cholesterol assay

The levels of total, free, HDL and LDL/VLDL cholesterol in sera of HR and LR deer mice after 14 weeks of HFD administration were measured with a cholesterol assay kit (ab65390, Abcam) according to the manufacturer's instructions. The cholesterol concentrations were detected on a microplate reader at an optical density of 570 nm.

### Statistical analysis

Data were expressed as mean±s.e.m, unless specified otherwise. Results were analyzed using paired or unpaired two-tailed Student's *t*-test, one-way ANOVA with Tukey's multiple comparisons test or Pearson's correlation as indicated. Statistical analyses were conducted using Prism software (version 9.2.0; GraphPad Software). *P*<0.05 was considered statistically significant.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

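RNA sequencing of primary ear fibroblasts was available for 10 male BW deer mice, with 1 library per animal, and no other experiment of the study was analysed here. The authors prepared directional libraries, aligned the read pairs to the HU_Pman_2.1 genome with STAR, kept uniquely mapped reads and counted them on the genes of Ensembl release 98 with featureCounts 1.5.3. The deposited values are counts per gene, whole numbers that were not normalized, and replicates were not pooled. Every sample column of the table was assigned to its animal from the sample labels, and 0 columns were left unassigned.

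The paper reasons from these data by coordination. From a negative coordination of BiP with the cytokines in Fig. 5C, it proposes that a more prominent induction of the UPR goes with a modest inflammatory response, and it reports a positive coordination of BiP with other chaperones. The tests set before the data were examined were the coordination and the direct correlation of BiP with 9 cytokines and 3 chaperones, the coordination of BiP with further gene lists, and an edgeR quasi-likelihood test of every gene against the BiP level. The genes to be named were to be those named by the paper, the members of the gene lists, and the leading genes of the edgeR test. None of these tests was run, because the deposited table lists Ensembl identifiers only and 0 of 25394 were matched to a symbol in the RefSeq gene table of the HU_Pman_BW_mat_3.1 assembly, where 0 of 37364 genes carry an Ensembl identifier. Genes were not matched by position or by order along the chromosomes, since the 2 assemblies differ.

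What was computed instead was chosen after the data were examined, except for the tests of neighbouring genes, whose expected outcomes were written beforehand. A first pass over the same settings preceded the final values. The number of permutations per gene pair was raised to 100000 after a first run with fewer of them gave other numbers of adjusted pairs. The lists of 9 genes that vary together were added after the result for random lists of 9, and the gap of 3 on the log2 scale that defines a gene far above the rest was kept as the main setting after gaps of 3 and 2 had been seen. A test of whether library size explains the first principal component by regression was dropped after its result, because it did not separate the explanations.

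From the deposited counts, log2 CPM were computed with TMM factors and a prior count of 2 in edgeR 4.0.16 under R 4.3.3. The genes with a mean count of at least 10, 13935 in number, make up the transcriptome in every main value. Coordination, permutations and outlying genes were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. edgeR also gave the biological coefficient of variation, 34.0% for the common dispersion. No test between groups was made, since the 10 libraries form a single group. A gene was called outlying when the gap between its highest or lowest library and the next, over the range of the 10 libraries, passed Dixon's 95% critical value, and far above the rest when the gap was also at least 3 on the log2 scale, which is 8-fold.

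The calculations were tested on simulated counts of 13935 genes in 10 libraries. Coordination had the right sign in 100% of pairs among 200 genes that followed a common factor and 200 genes that followed it in the opposite direction. Of 200 genes raised 16-fold in 1 library, 83% were found as far above the rest, with 0 unchanged genes called for that library, and 5.62% of unchanged genes passed the critical value for outlying genes. The unchanged genes were simulated independently of each other and with equal dispersion.

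The depth per library was 20811334 to 31912526 counts, so that counting error is small against the spread between animals for genes with a mean count of at least 1000. With 10 animals, however, the size of coordination that a single pair of genes reaches by chance is large, as the permutation limits at the description of the coordination analysis show. The alternatives tried were linear CPM, counts without normalization, DESeq2 1.42.0 size factors, a prior count of 0.5, Spearman's correlation, removal of the first principal component, regression on log2 library size, no filter, a mean count of at least 100, the 7 animals of the first series of identification numbers, each animal left out in turn, and the 2 animals with the most outlying genes left out together.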

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

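Every test in this part was chosen after the result was seen. Of 7 measures compared over the 10 libraries, 2 had a library far from the others by Dixon's test, which singles out a library by chance in about 1 of 20 groups, and both measures count outlying genes. The test looks for 1 extreme library and can miss 2 that are extreme together. Genes outlying as the highest numbered 289 in animal #36789 and 262 in animal #36764. Animal #36746 came next with 28, yet the gap over the range was only 0.09. Over all libraries, 1350 of the 13935 genes (9.69%) were outlying in 1 library, and 1080 of them were led by animal #36764 or animal #36789. In simulated counts, 5.62% of unchanged genes were outlying. The simulated genes varied independently and with equal dispersion, unlike the measured genes, so 5.62% is not an expectation for these data.

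In animal #36789, 89 genes lay at least 8-fold above every other library, and the next library, that of animal #36764, had 9 such genes. The gap of this count over the range was 0.90. The 89 genes took 0.458% of the counts of animal #36789 and 0.00565% to 0.0235% of the counts of the other animals. They lie on 23 chromosomes or scaffolds, with at most 9 on a single chromosome, and 17 of them have another of the set within 500 kb, where random sets of the same size have a median of 6 and at most 19. Their names are not known here. The largest gaps, picked after the values were seen, belong to ENSPEMG00000013738 on chromosome 20 of HU_Pman_2.1 from 68158423 to 68163596, with 572 counts in animal #36789 and 0 to 5 in the others, and to ENSPEMG00000011181 on chromosome 4 from 63026822 to 63064990, with 221 counts against 0 to 1. The library of animal #36789 was the smallest, but after every library was thinned to its total, 83 genes still lay far above the rest there, and 10 in the library with the next most. The 10 most abundant genes took 7.34% of the counts of animal #36789, the lowest share of the 10 libraries, which leaves more counts to the other genes. The share left ranged from 88.7% to 92.7% over the libraries, a difference of at most 1.04-fold, so a few genes taking most of the counts are argued against as the cause of gaps of at least 8-fold. Reads from another library of the series cannot lift a gene above its level in that library, and the median level of the set was at most 3.23% of that in animal #36789 in every other library. The genes were chosen for lying above every other library, which bounds this value, but reads from another of the 10 libraries would give no such genes. Cells of another type, present in varying shares, could raise such a set, and so could a programme that the fibroblasts of this animal had switched on. Over the other 9 libraries, the mean pairwise R of the 89 genes was 0.17, against a median of 0.03 and a highest value of 0.10 over 1000 random sets of like expression, which is consistent with either. Both stay open, since no marker genes were available by name. A source of reads outside the 10 libraries and the GC content of the genes were not tested, and the design gives no condition by which a biological explanation was tested.

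In animal #36764, 381 genes were outlying as the lowest of the 10 libraries, and the next library, that of animal #36789, had 148. The gap of this count over the range was 0.63. Library size is argued against by thinning, after which 378 genes were lowest in animal #36764 and at most 133 in any other library. The 10 most abundant genes took 11.3% of the counts of animal #36764, the highest share of the 10 libraries. The 18 genes that are among the 10 most abundant of any library were then left out, and TMM factors were recomputed. After this, 374 genes were lowest in animal #36764 and at most 139 elsewhere. TMM factors already offset much of what a few abundant genes take, so little change was to be seen either way. Without TMM factors as well, the count was 580 against at most 104, so these genes are not the whole cause. The count without TMM factors but with these genes kept was not computed. A different state of the culture, a mixture of cells and the animal's genotype stay open as untested explanations, and no biological explanation was tested.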

How the results depend on the processing

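The alternatives set before the data were examined concerned BiP, the cytokines, the chaperones and the gene lists. None of them was run, expression relative to Gapdh, upper-quartile normalization and limma-voom included, because no symbol was matched to the genes here. Every alternative below was chosen after the data were seen. The random gene pairs were recomputed under 21 alternatives and the neighbouring genes under 16, which leave out the counts without normalization, the prior count of 0.5, the lack of a filter, the 7 animals and the 2 animals left out together. The outlying genes were recomputed only under the alternatives named with them.

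Under all 21 alternatives the median size of coordination, 0.47 with the main setting, stayed above that of shuffled genes. Each gene was shuffled on its own there too, so that genes varying together are enough for this. It was lowest with the first principal component removed, at 0.39, highest with counts that were not normalized, at 0.58, and 0.45 to 0.51 with each animal left out in turn. The share of pairs that reached 0.5 in size, 47.2% with the main setting, was 58.2% with counts that were not normalized, 37.0% with the first principal component removed and 43.9% to 50.8% with each animal left out. The share of negative pairs, 49.7%, was 32.4% with counts that were not normalized, 50.6% with the first principal component removed, 50.1% with linear CPM, 49.98% with DESeq2 size factors and 49.7% to 49.9% with each animal left out. The correlation of the direct R with coordination, 0.95, was 0.96 with the first principal component removed, 0.96 with no filter, 0.96 over the 7 animals of the first series of identification numbers and 0.95 to 0.96 with each animal left out. The cause of these shifts was not tested.

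The sign of coordination depended on the setting for many pairs. The shares given here count pairs with a coordination of any size, and a small coordination changes sign more easily than a large one. It was the same as in the main setting for 65.5% of the pairs with the first principal component removed, 69.2% with counts that were not normalized, 85.7% with log2 library size regressed out, 89.3% with Spearman's correlation, 89.8% over the 7 animals, 96.4% with linear CPM, 96.2% with DESeq2 size factors, 98.1% with no filter, 99.3% with a mean count of at least 100 and 99.8% with a prior count of 0.5. Without animals #36764 and #36789 together, left out because they lead most outlying genes, it was the same for 73.9%.

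The 89 genes far above the rest in animal #36789 numbered 89 with DESeq2 size factors, 82 with a prior count of 0.5, 120 with no filter, 124 with a gap of at least 2 on the log2 scale and 12 with a mean count of at least 100. The last filter removes genes that are near 0 in the other 9 libraries by its construction. The count of genes lowest in animal #36764, 381, was 374 with DESeq2 size factors. The counts do not say that the genes were the same ones. Neighbouring genes kept a mean R above that of reordered genes under all 16 alternatives, at 0.09 to 0.11.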

Other observations

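The tests of neighbouring genes were set before their results were seen, and the other values in this part were chosen afterwards. Over 13780 pairs of genes next to each other on the same chromosome, the mean R of expression across the 10 animals was 0.11. With the genes reordered within each chromosome 100 times, it was between -0.004 and 0.014, so that with the real order included, only 1 order reached the measured value. The mean R was 0.21 for the 274 pairs that overlap, 0.13 for the 4394 pairs under 10 kb apart, 0.11 for the 5784 pairs at 10 to 100 kb, 0.07 for the 2936 pairs at 100 kb to 1 Mb and 0.07 for the 392 pairs farther apart. Reads shared between overlapping genes are argued against as the whole cause by the 9112 pairs at least 10 kb apart, whose mean R was 0.10 against at most 0.02 with the genes reordered. A common state of chromosome regions that differs between animals may underlie the rest, as may GC content, which was not tested here. No biological explanation was tested, and the mean R is small beside the spread of R over random pairs.

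The paper reports 9 cytokines with the same sign of coordination with BiP. Among 10000 random lists of 9 genes, each with a random reference gene, 28 lists (0.28%) had all 9 coordinations negative, where independent signs give 0.195%. Genes of a list that vary together are not independent, however. At the other extreme, among 2000 lists made of a random gene and the 8 genes most correlated with it, all 9 coordinations with a random reference gene were negative in 726 lists (36.3%) and positive in 40.3%. The choice of the 8 genes in the same animals largely fixes this shared sign. Neither kind of list gives an expectation for the 9 cytokines, whose variation together was not analysed here.

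Library size was compared with the first and second principal components over the 10 animals. For the first, Pearson's R was 0.51 (two-sided permutation test, p = 0.135) and Spearman's rho was 0.45 (permutation p = 0.192), and without animals #36789 and #36907, the farthest from the median library size, R was 0.10. For the second, R was 0.63 (p = 0.0538) and rho was 0.38 (p = 0.282), with R at 0.37 without the same animals. After Benjamini-Hochberg adjustment over the 4 tests, the values of p were 0.215 to 0.282, so that no relation was shown.

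The paper describes animal #36772 as an apparent outlier in Fig. 4A, which sets BiP and CNX of fibroblasts against those of skin. In these libraries, animal #36772 was not far from the others on any of the 7 measures compared. These measures describe whole libraries of fibroblasts, and neither BiP nor CNX was located here. They therefore cannot say whether the animal is an outlier in what Fig. 4A shows. Its library had 25640479 counts and a median R of 0.97 with the other libraries, and 20 genes were outlying there as the highest and 23 as the lowest. With this animal left out, the sign of coordination was the same for 95.9% of the random pairs.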
